A study of Gallus gallus and Dromaius novaehollandiae with 14 samples.

How the data were processed

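Gene expression was measured by RNA sequencing in embryonic epidermis of 2 bird species, the chicken and the emu. In each species the skin came from 4 tracts, each taken at the placode stage of 1 kind of skin appendage (feather, scutate scale, reticulate scale and claw). Placodes are the local thickenings of the epidermis from which an appendage grows. Per the labels' protocols, eggs were kept at 37.8 °C for chicken and 35.5 °C for emu. The epidermis was freed from the dermis with dispase, a protease, at 10 mg/mL and 4 °C for 13 h. Total RNA was purified on columns, and strand-specific libraries were made from polyadenylated RNA. The labels give Hamburger and Hamilton stages 33 to 34 for feather, 37 for scutate scale, 39 for reticulate scale and 36 for claw in both species. Stage therefore cannot be separated from appendage, and incubation temperature cannot be separated from species. The labels name no sequencing or library batch.

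The 14 samples were put into 8 groups of species and appendage from their titles. Each of the 4 chicken groups and the emu feather and scutate scale groups had 2 replicates, and the emu reticulate scale and emu claw groups had 1 sample each. All columns of the deposited table were matched to a sample by the sample code in its title. The replicate numbers used for pairing also come from the titles.

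The authors deposited a single table of 8751 genes under Ensembl chicken gene IDs for both species. Its values were read as the square root of TPM, the abundance of a transcript relative to the library total and corrected for transcript length, as deposited by the authors. No header states this transform. It was inferred from the values: the squares of every emu column sum to 550000, which shows that the authors scaled the emu samples to a common total, whereas the squares of the chicken columns sum to between 500783 and 575133. The aligner, the quantification program, the genome builds, the way emu transcripts were assigned to chicken gene IDs, and the filters applied are not stated in the labels or the header. The planned tests assumed TPM, so the deposited values were squared to give TPM and the tests were then run as planned. TPM does not keep the number of reads, so the sequencing depth is unknown and no counting error, interval or detection floor was computed. A gene at exactly 0 is described only as listed at 0.

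Expression was analysed as log2(TPM + 1), so log2 differences understate the change of genes with low TPM. A gene was tested if it reached a TPM of at least 1 in at least 2 samples, which 7563 genes did. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend). A single model held the means of the 8 groups, with 6 residual degrees of freedom, so that groups of 1 or 2 samples shared 1 estimate of the spread per gene. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each contrast, and a gene was called at an adjusted p under 0.05. The contrasts were the species difference averaged over the 4 appendages, a moderated F test of the appendages averaged over species, the 6 chicken appendage pairs, feather against scutate scale in emu, the species difference in feather and in scutate scale, and the interaction of species with the feather against scutate scale difference. Contrasts with only a single emu library on a side have no p-value and are described by the number of genes at least 2-fold apart. The species contrast and the appendage F test, which average over groups, include the single emu reticulate scale and claw libraries. The error of these libraries was taken from the replicated groups.

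Correlations of differences were computed across genes, which are not independent replicates, and carry no p-value. Their spread is the SD over the 64 ways of taking 1 library from every group. Shares of variance are sums of squares over the tested genes, fitted in the order species, appendage, interaction and replicates. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

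The limma code was tested on simulated data with the gene means and moderated residual SDs of the 7563 real genes and a log2 change of 1.5. It recovered 197 of 200 changed genes in the species contrast, 178 of 200 in the chicken feather against scutate scale contrast, 372 of 400 in the emu contrast and 140 of 200 in the interaction. False calls made up 7.3%, 5.8%, 5.6% and 5.4% of the calls in these contrasts. The simulation gave a gene the same SD in all libraries, changed far fewer genes than the real species contrast called, and covered no chicken claw contrast. It therefore does not show how many calls are false where the spread differs between groups.

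The alternatives tried were a pseudocount of 0.1, all genes above 0 in any sample (8628), genes with a TPM of at least 5 in at least 2 samples (6715), median-ratio rescaling, quantile normalization, eBayes without a trend, the replicate number as a block, a required log2 difference of at least 1, fits of only the groups compared, and leaving out each replicate in turn. For the correlations and shares of variance, the alternatives also included the square root of TPM, Spearman correlation, and the 7406 tested genes above 0 in each species. Scaling every sample to a common total, testing the deposited square-root values in limma, and blocks with crossed replicate numbers were added after the data were seen.

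Genes were to be named as those with the largest log2 differences among called genes that had a mean TPM of at least 10 in a compared group and no overlap between the sides, along with a fixed list of symbols. The table pairs its IDs with no symbols, and 0 of the 8751 IDs matched an entry of the RefSeq gene table for assembly GRCg7b. The fixed list was therefore not used. The rule would also have skipped every gene without a symbol. To give examples, the 2 highest and 2 lowest IDs in the species contrast are given by the same ranking, without coordinates.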

Results

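To compare how gene expression differs between species and between skin appendages, epidermis was sampled from feather, scutate scale, reticulate scale and claw placodes of chicken and emu embryos. Scutate scales are the large plates on the front of the bird shank and toes, and reticulate scales are the small rounded scales of the foot pad. The title of the series poses the question of concerted evolution, meaning that expression changes along a lineage are shared by several cell types or tissues of that lineage. The data comprised 14 libraries, 8 from chicken (2 per appendage) and 6 from emu (2 for feather, 2 for scutate scale, 1 for reticulate scale and 1 for claw). The sequencing depth behind the values is unknown, because TPM does not keep it. The TPM listed for the 8751 genes summed to 550000 in each emu library. In chicken the sum was lowest in the claw libraries, at 500783 and 521547, and ranged from 537026 to 575133 in the other 6. The median TPM of the 7563 tested genes was 14.9 and 16.8 in the chicken claw libraries, 21.1 to 23.2 in the other chicken libraries and 21.4 to 24.6 in the emu libraries. Between 685 and 1013 genes were listed at 0 in a library.

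Replicates were compared before they were averaged. The Pearson correlation of log2(TPM + 1) across genes was 0.993 between the chicken feather replicates, 0.984 for scutate scale, 0.986 for reticulate scale and 0.956 for claw. In emu it was 0.993 for feather and 0.989 for scutate scale. The SD of the log2 difference between replicates was largest in chicken claw, at 0.67, and ranged from 0.27 to 0.42 in the other replicated groups. In all 6 replicate pairs, 0 genes had identical values above 0, so each library was counted as a separate sample.

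The libraries separated first by species. The first principal component held 67.1% of the variance, with chicken libraries at scores of 50.4 to 60.6 and emu libraries at -78.7 to -69.2. The second component held 12.5% and set apart the claw libraries, which scored -57.6 and -60.7 in chicken and -32.7 in emu, while the other libraries scored 3.2 to 32.9. For 14 of 14 libraries, the most similar library outside its own group was of the same species, with r of 0.892 to 0.973. The most similar library of the other species had r of 0.720 to 0.747, and it was of the same appendage for 11 of the 14 libraries. Species accounted for 66.9% of the sum of squares over the tested genes, appendage for 19.3%, their interaction for 9.3% and replicates within groups for 4.5%. The SD over the 64 choices of 1 library per group was 0.711 percentage points for the species share and 0.484 for the appendage share. The largest change in the species share came from leaving out chicken claw replicate 2, which gave 70.6%.

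**Figure D1:**
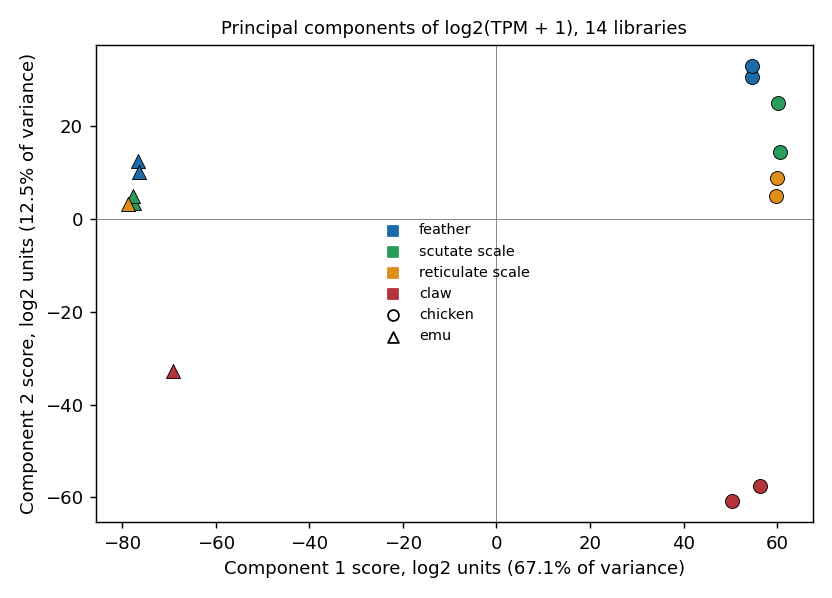
Scores of the 14 libraries on the first principal component (x axis, 67.1% of the variance) and the second (y axis, 12.5%) of log2(TPM + 1), in log2 units, with colours for appendages, circles for chicken and triangles for emu. Chicken libraries lie at 50.4 to 60.6 on the first component and emu libraries at -78.7 to -69.2, and the claw libraries have the lowest scores on the second, -60.7 and -57.6 in chicken and -32.7 in emu.

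Species were then compared gene by gene with limma. Averaged over the 4 appendages, 5915 of the 7563 tested genes differed between emu and chicken at an adjusted p under 0.05, of which 3364 were higher and 2551 lower in emu. The median log2 difference over all tested genes was 0.13 in this contrast, and 56.9% of the calls were higher in emu, against 49.6% after median-ratio rescaling. Requiring a log2 difference of at least 1 changed the count most and gave 2650 genes. Within feather, 4721 genes differed, 2481 higher and 2240 lower in emu. Within scutate scale, 4791 genes differed, 2579 higher and 2212 lower in emu. Genes at least 2-fold apart between the species, counted without a test, numbered 2774 in feather, 2856 in scutate scale, 3032 in reticulate scale and 3004 in claw. The reticulate scale and claw counts rest on 1 emu library each and have no replicate check in emu. The contrast averaged over appendages also includes these single libraries, with its error taken from the replicated groups. Incubation temperature differed along with species, so these differences are between the species as they were raised and quantified.

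Examples from this contrast are given by gene ID, since the data pair the IDs with no gene names, and whether reads were shared with gene copies is unknown. ENSGALG00000004809 was 7.90 log2 units higher in emu (SE 0.10, limma adjusted p 1.25e-11), with a TPM of 16.4 ± 5.44 (SD, n = 8) in chicken and 3906 ± 364 (SD, n = 6) in emu. ENSGALG00000014227 was higher in emu by 7.93 (SE 0.11, limma adjusted p 1.46e-11). Its TPM was 156 to 333 in the emu libraries, and in chicken it was listed at 0 in both reticulate scale libraries and in scutate scale replicate 1, with values of 0.03 to 0.23 in the other libraries. The log2 difference of ENSGALG00000002661 was -10.97 (SE 0.09, limma adjusted p 2.22e-12). Its TPM was 1849 to 2542 in chicken, and in emu it was 0.31 in feather replicate 2, 0.38 in scutate scale replicate 1 and listed at 0 in the others. For ENSGALG00000007220 the log2 difference was -10.29 (SE 0.11, limma adjusted p 7.73e-12). Its TPM was 892 to 2142 in chicken, and in emu it was 0.12 in feather replicate 2, 0.15 in scutate scale replicate 2 and listed at 0 in the others. For the last 3 IDs the pseudocount of 1 sets the size of the log2 difference.

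Appendages were compared next, at the stage at which each was sampled. The F test averaged over species called 4564 of the 7563 genes at a limma adjusted p under 0.05. In chicken, feather differed from scutate scale in 743 genes, of which 501 (67.4%) were higher in feather. Requiring a log2 difference of at least 1 changed this count most and gave 452. Quantile normalization gave 389 higher and 344 lower (53.1% higher). With the replicate number as a block the count was 675, and with crossed numbers 707, where the same-numbered deviations correlated at -0.191. Feather differed from reticulate scale in 2142 genes, 1398 higher in feather (65.3%) and 744 lower. The split was 1078 to 935 (53.6% higher) after median-ratio rescaling and 51.9% higher after quantile normalization. The replicate block gave 1979 genes, with a same-number correlation of 0.185. Scutate scale differed from reticulate scale in 577 genes, 305 higher and 272 lower in scutate scale. The share higher was 52.9%, against 41.3% (214 higher and 304 lower) after median-ratio rescaling. Without a change of scaling it was 47.2% (230 higher and 257 lower) for eBayes without a trend and 42.7% (138 and 185) at a log2 difference of at least 1, so the direction of the majority was not stable. The replicate block gave 515 genes and crossed numbers gave 574, with a same-number correlation of -0.228. A fit of only these 4 libraries called 0 genes at an adjusted p under 0.05 and 1473 at an unadjusted p under 0.05.

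In the model of all libraries, claw gave the largest counts among the chicken pairs, and the split of the calls by direction moved with the scaling. Claw differed from feather in 3931 genes, from scutate scale in 3686 and from reticulate scale in 3495. Most of these genes were lower in claw, with 81.8% higher in feather, 78.0% higher in scutate scale and 76.3% higher in reticulate scale. In fits of only the groups compared, the counts were 2672, 1198 and 1095, and the feather against reticulate scale count of 2329 then exceeded the last 2. The model of all libraries gave a gene the same spread in every group. The SD of the log2 difference between replicates was 0.67 in chicken claw, against 0.27 to 0.42 in the other replicated groups. The p-values of the claw contrasts in that model may therefore be too small. The median log2 difference over all tested genes was itself shifted in the model of all libraries, by 0.36 for feather, 0.29 for scutate scale and 0.25 for reticulate scale. Scaling every library to a common total, added after the data were seen, left most calls lower in claw, with 2599 higher and 857 lower in feather (75.2% higher), 2277 and 974 in scutate scale (70.0%) and 2209 and 1025 in reticulate scale (68.3%). Relative to the median shift, after median-ratio rescaling, which centres the median gene, the calls split nearly evenly. For feather 1554 were higher and 1566 lower than in claw (49.8% higher). For scutate scale 1525 were higher and 1609 lower (48.7%), and for reticulate scale 1551 were higher and 1660 lower (48.3%). Quantile normalization gave 53.8%, 55.5% and 52.0% higher for the same contrasts. The rescaling factors were 0.741 and 0.820 for the chicken claw libraries and 0.970 to 1.12 for the other 12 libraries.

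**Figure D2:**
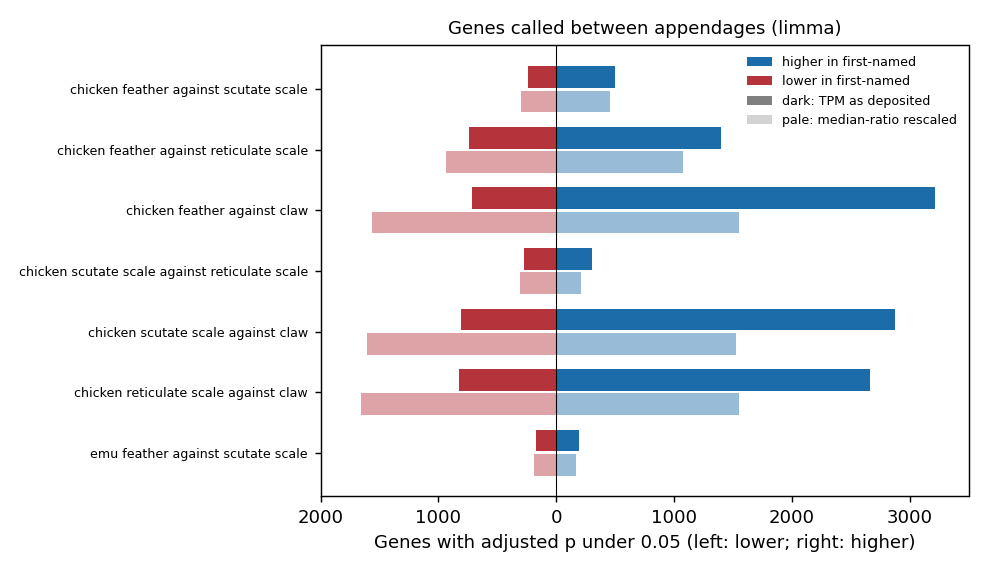
Number of genes with a limma adjusted p under 0.05 in each appendage contrast (x axis, genes; left of 0, lower in the first-named appendage; right of 0, higher), dark for TPM as deposited and pale after median-ratio rescaling. For chicken feather against claw the dark bars show 3214 genes higher and 717 lower, and the pale bars 1554 higher and 1566 lower.

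In emu, feather and scutate scale were the only appendages with replicates. They differed in 366 genes, 195 higher and 171 lower in feather, against 167 higher and 189 lower after median-ratio rescaling. The other emu contrasts had no replicate check on at least 1 side. Genes at least 2-fold apart numbered 939 between feather and reticulate scale, 1302 between feather and claw, 633 between scutate scale and reticulate scale, 1043 between scutate scale and claw and 1346 between reticulate scale and claw.

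The feather against scutate scale contrast could be compared between the species. Of the 743 genes called in chicken and the 366 called in emu, 95 were called in both, where 36 would be shared if the lists were independent, and 74 of the 95 had the same direction. Of the chicken calls, 475 (63.9%) had the same sign in emu, and of the emu calls, 235 (64.2%) had the same sign in chicken. Both lists depend on the fit, since fits of only the groups compared called again 359 of the 743 and 130 of the 366. The interaction contrast, which tests whether the difference between these appendages is unequal in the species, called 324 genes at a limma adjusted p under 0.05. For 218 of them, the feather minus scutate scale difference was lower in emu than in chicken, and for 106 it was higher. The estimated difference had opposite signs in the species for 233 of the 324 genes. Only 29 of the 324 were called within both species, so most opposite signs involve a difference that was not called. Choosing genes by a large gap between the species also favours opposite signs.

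To describe how far differences were shared, the emu minus chicken difference of each gene was correlated between appendages, across the 7563 tested genes. The r was 0.902 between feather and scutate scale, 0.898 between scutate and reticulate scale, and 0.842 between feather and reticulate scale. Pairs with claw had an r of 0.786 with scutate scale, 0.767 with reticulate scale and 0.754 with feather. The mean over the 6 pairs was 0.825, with an SD of 0.007 over choices of 1 library per group. Spearman correlation moved this mean most, to 0.771. As a background for effects that go with the replicate number, the difference between replicates 1 and 2 in chicken was correlated between the same pairs of appendages. The r ranged from -0.228 to 0.185 with a mean of -0.034. Exchanging the numbers within a group flips the sign of r, and an offset or batch between the species cannot appear in it.

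The converse correlation took the difference between a pair of appendages in chicken against the same difference in emu. It was highest for feather and claw, at 0.356, and lowest for scutate and reticulate scale, at 0.201, with 0.218 for feather and scutate scale. The mean over the 6 pairs was 0.273 (SD 0.007 over the same choices), and the square root of TPM moved it most, to 0.321. In 64 of 64 choices of 1 library per group, the mean correlation of species differences exceeded that of appendage differences. Over these choices the lowest species mean was 0.794 and the highest appendage mean 0.258. Both kinds of correlation come from the same 8 group means and are not independent of each other.

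**Figure D3:**
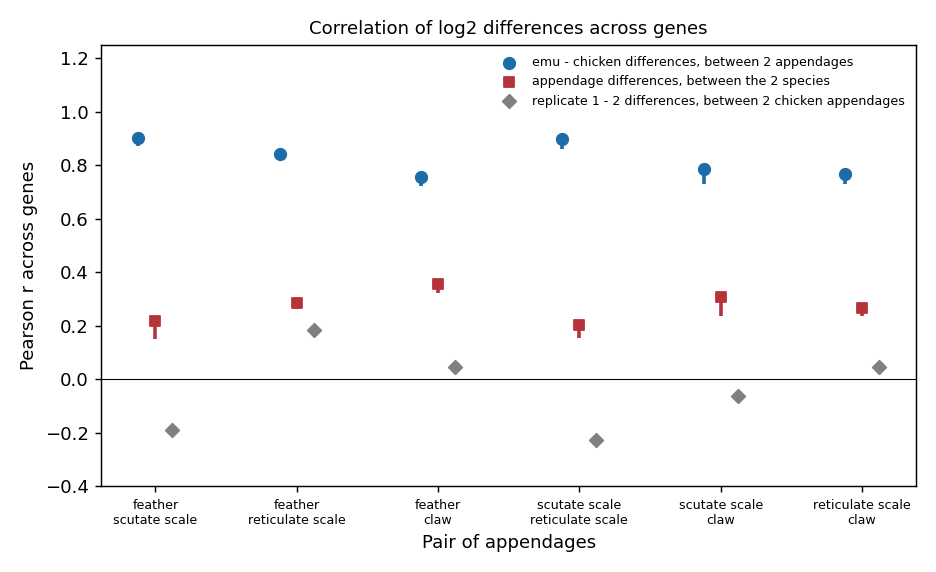
Pearson r across genes (y axis) for each pair of appendages (x axis), for emu minus chicken differences between appendages (circles), appendage differences between species (squares) and differences between chicken replicates 1 and 2 (diamonds). Vertical lines span the lowest to the highest r over the 64 choices of 1 library per group, which can lie below the point because means of replicates carry less noise; circles lie at 0.754 to 0.902, squares at 0.201 to 0.356 and diamonds at -0.228 to 0.185.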

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

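The other settings used in this part were planned, apart from leaving out genes at 0 in one species, but all 5 tests, which count the calls shared with or left by them, were chosen only after the result was seen. The difference between feather and scutate scale was itself unequal in chicken and emu for 324 genes, by the interaction term in limma. Among them, 29 were called within both species, 176 in chicken but not emu, 98 in emu but not chicken, and 21 in neither. The absolute difference was larger in chicken for 195 and larger in emu for 129.

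Several technical explanations were examined. Genes listed at 0 in every library of a species made up 9 of the calls and left 315. With 157 such genes among those tested, most calls had to remain, so this is a description and not a test of unusable matches in general. After median-ratio rescaling 304 of the 324 were called again, but the median log2 difference of this contrast hardly moved, from -0.015 to -0.016, so that rescaling alone does not test the scaling. Quantile normalization moved the median to 0.035. If scaling or other differences in the distribution of values were behind the result, few calls would be shared with that fit, but 282 were. The median moved little, however, and 294 of the 324 calls had an absolute log2 difference of at least 1. Most calls could therefore remain either way, so this count does not decide on the scaling. After quantile normalization the calls split into 152 higher and 206 lower, against 106 and 218. A fit of only the feather and scutate scale libraries, without spread borrowed from the other appendages, called 322 of the 324. These calls therefore did not need the borrowed spread, but that fit called 731 genes, so the size of the list depends on this choice. To look at the floor set by the pseudocount, the calls shared with a pseudocount of 0.1 were counted, and 242 were shared. A gene close to 0 in every library of a species can keep a small difference there with either pseudocount. Calls that rest on the floor could therefore remain, so this count does not decide on the floor. Whether the calls lost there had low values was not examined. A fixed multiplier on a gene's TPM in one species cancels in this contrast, apart from the effect of the pseudocount.

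A biological explanation, that some genes are used differently in feather and scutate scale placodes of the species, is a hypothesis that these tests leave open. It may not be the whole account of the 324 genes, since a difference in sequencing depth was not testable from TPM, and neither was an unequal match of stage or dissection between the species. The pattern cannot be told apart from those, nor from unusable gene matches. Scaling, other differences in the distribution of values and the floor set by the pseudocount stay open. In simulated data the same contrast recovered 140 of 200 genes with a log2 change of 1.5, so changes of that size can be missed.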

How the results depend on the processing

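The groups, the contrasts and the alternatives were fixed before the data were examined. Exceptions were scaling to a common total, limma on the square-root values and the crossed block, which were chosen after seeing the data. The tests of explanations that other parts describe as chosen after the results were seen are further exceptions. For the 12 counts of called genes, 131 alternatives did something other than leave out a replicate, and 115 of them gave a count within 1.5 times of the reported one. The 16 others came from just 2 choices. This comparison uses totals only, and not which genes were called or in which direction. For chicken feather against claw, median-ratio rescaling gave 3120 genes but shared only 2271 of the 3931 calls. The share higher in feather there was 49.8%, against 81.8%. For the species contrast, the same rescaling shared 5507 of the 5915 calls.

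Requiring a log2 difference of at least 1 lowered the species count to 2650, the species count in feather to 2679 and in scutate scale to 2772, and the emu feather against scutate scale count to 237. In chicken it gave 452 genes for feather against scutate scale, 839 for feather against reticulate scale, 1700 for feather against claw, 323 for scutate against reticulate scale, 1602 for scutate scale against claw and 1463 for reticulate scale against claw. It left 294 of the 324 interaction calls. Fitting only the groups compared gave 473 genes for chicken feather against scutate scale, 1198 for scutate scale against claw, 1095 for reticulate scale against claw, 215 for emu feather against scutate scale and 731 for the interaction. For chicken scutate against reticulate scale it gave 0 (1473 at an unadjusted p under 0.05), against 577 in the model of all libraries. The cause was not tested. For feather against scutate scale, fits of only the groups compared called again 359 of the 743 genes in chicken and 130 of the 366 in emu. They called again 1189 of 3686 genes for scutate scale against claw, 1086 of 3495 for reticulate scale against claw and 322 of 324 for the interaction. Counts that rose in such fits were the interaction, given above, the species difference in feather, to 5647, and chicken feather against reticulate scale, to 2329.

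With the replicate number as a block, the counts were 5820 for species and 4268 for appendage, and in chicken 3818 for feather against claw, 3586 for scutate scale against claw and 3412 for reticulate scale against claw. They were 311 for emu feather against scutate scale, 4645 for species in feather, 4746 for species in scutate scale and 281 for the interaction. The correlation of same-numbered deviations was 0.046, -0.063 and 0.046 for the claw contrasts, -0.043 for emu feather against scutate scale, -0.007 for species in feather and 0.075 for species in scutate scale.

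Across the 12 fits that each left out 1 replicate, the species count ranged from 5694 to 6130 and the appendage count from 3750 to 5182. Of the 5915 species calls, 5678 to 5854 were called again in these fits, and of the 4564 appendage calls 3727 to 4441. In contrasts where leaving out a replicate left a single library on a side, only genes at least 2-fold apart were counted, and 44 of 44 such counts over 10 contrasts stayed within 1.5 times. The 4 named IDs kept their direction and an adjusted p under 0.05 in limma in all 21 alternatives run on them. The adjusted p lay between 8.68e-12 and 1.22e-09 for ENSGALG00000014227, 1.37e-12 and 8.81e-10 for ENSGALG00000004809, 8.7e-13 and 2.59e-09 for ENSGALG00000002661, and 2.9e-12 and 1.12e-08 for ENSGALG00000007220. Their log2 differences moved with the pseudocount, up to 10.78 for ENSGALG00000014227 and down to -13.87 for ENSGALG00000002661.

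The mean correlation of species differences (0.825) became 0.837 at log2(TPM + 0.1), 0.837 with a TPM of at least 5, 0.801 for genes above 0 in both species and 0.771 with Spearman correlation. It ranged from 0.810 to 0.824 without each replicate in turn. The mean correlation of appendage differences (0.273) became 0.251 at log2(TPM + 0.1), 0.321 on the square root of TPM, 0.283 with a TPM of at least 5 and 0.253 with Spearman correlation, and ranged from 0.262 to 0.273 without each replicate. The species mean stayed above the appendage mean in each of these. The species share of variance (66.9%) was 68.9% at log2(TPM + 0.1), 65.1% on the square root, 68.3% with a TPM of at least 5, 67.9% after quantile normalization and 63.7% for genes above 0 in both species, and 65.1% to 70.6% without each replicate. The appendage share (19.3%) was 17.3% at log2(TPM + 0.1), 20.8% on the square root, 18.8% after median-ratio rescaling, 18.4% after quantile normalization and 21.2% for genes above 0 in both species, and 17.3% to 20.9% without each replicate. The causes of these shifts were not tested. The nearest library outside the own group was of the same species for 14 of 14 libraries in all 9 alternatives that kept every library, and for 13 of 13 in each set that left out 1. Depth is not recorded in TPM, so it is unknown how much of the spread between replicates, widest in chicken claw, is counting error.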

Other observations

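In this part, the tests of replicate-number effects, of scaling in claw and of the top 10 genes in claw were chosen only after the results were seen.

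The species and appendage counts were compared with other splits of the 14 libraries. Exchanging the species labels within same-numbered pairs of an appendage gives 64 splits, and 1 of the 64, the real one, gave as many as 5915 genes. The next highest counts were 4640 when both feather pairs were exchanged, 4490 for both scutate scale pairs and 3940 for the claw pair, splits that leave the other appendages correctly labelled. The median of the other splits was 0 genes. Permuting the appendage labels within species and replicate number, 1 of 100 splits, again the real one, gave as many as 4564 genes in the F test, with 2231 the highest among the others and a median of 5. These splits speak to chance only, since incubation temperature goes with species and stage with appendage.

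Species differences were shared across appendages far more than appendage differences were shared across species. The mean r was 0.825 for the species differences, and -0.034 for differences between chicken replicates over the same 6 pairs. A batch that goes with species cancels in the replicate differences, so the latter value does not bear on it, and such a batch was not tested. Genes listed at 0 in one species account for part of the mean, which fell to 0.801 without them. Replicate error would lower the appendage correlations more, because those differences are smaller. After correction for replicate error, the feather against scutate scale r between species was 0.262, against 0.902 uncorrected and 0.921 corrected for the species differences in the same 4 groups, so replicate error does not close the gap for this pair. Over all pairs the corrected appendage r ranged from 0.262 to 0.447 and the corrected species r from 0.815 to 0.928, with the error of the single emu libraries assumed. A fixed offset for each gene between the species, such as unequal gene models or matches, would also be shared by all appendages. The interaction mean square was 4.1 times that of replicates, so an offset is not the whole difference, but it may still make up the shared part. Concerted change in expression is a hypothesis that cannot be told apart from such an offset or batch here.

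Pairs that include claw had the lowest correlations of species differences. With every group reduced to 1 library, all claw pairs lay below all other pairs in 64 of 64 choices, so the order does not rest on unequal numbers of libraries. The same emu claw library is in every choice, however, and a peculiarity of it remains a candidate explanation. Noisier claw libraries also remain: after correction for replicate error the highest claw pair reached 0.854 and the lowest other pair 0.865, and the error of emu claw had to be assumed equal to that of chicken claw. A species difference particular to claw cannot be told apart from either.

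Among genes with a mean TPM of at least 10 in the other species, 77 were listed at 0 in every emu library and 6 in every chicken library. The median chicken TPM of the 77 genes was 34.2 and the highest 939. Gene models or matches missing in emu are a candidate explanation. Genes missing for that reason would be as broadly expressed over the chicken appendages as others of the same level. The median ratio of the lowest to the highest chicken appendage was 0.564, at percentile 18.0 of 10000 random lists matched on mean expression, whose median was 0.593. The list was thus not set apart, but loss of a gene in emu would look the same, so the explanations cannot be told apart.

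Most of the genes called between claw and feather in chicken were lower in claw, 81.8%. After median-ratio rescaling 49.8% of the calls were higher in feather. That rescaling centres the median gene, so an even split was nearly fixed in advance and does not decide between a scaling effect and a general fall in claw. The top 10 listed genes held at least 9.6% of the listed TPM in the claw libraries and 8.9% to 11.4% in the other chicken libraries, so a few dominant genes in the table do not set claw apart. Dominant genes outside the table were not tested. The listed TPM was lowest in the claw libraries, and scaling to a common total lowered the median feather minus claw difference from 0.36 to 0.25. The top 500 listed genes held 64.6% and 66.7% in claw against 59.3% to 63.9% in the others, so a broader set of high genes taking more of the TPM may lower the rest. In emu the top 500 genes held 59.9% in claw, within the 57.7% to 60.3% of the other emu libraries. A general fall in expression in chicken claw cannot be told apart from scaling in TPM.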
